A study of Brassica napus with 19 samples.

How the data were processed

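Messenger RNA levels were measured by sequencing in 19 leaf libraries of Brassica napus (canola), an oilseed crop that carries several related copies of many genes. Per the labels' protocols, petals received 30 µl of a suspension of Sclerotinia sclerotiorum ascospores, were kept for 72 hours, and were then laid on leaves of plants grown at 22 °C with 16 hours of light. Sclerotinia sclerotiorum is a fungus that kills plant tissue and spreads from petals that have fallen on leaves. Control petals received the carrier solution without spores. Infection sites were collected 24 hours after inoculation. The labels name 3 tissue layers, the epidermis, the mesophyll and the vascular tissue. How the layers were separated is not given in the sources used here. Each library was placed in 1 of 6 groups from its title: control epidermis (n = 3), infected epidermis (n = 3), control mesophyll (n = 3), infected mesophyll (n = 2), control vascular tissue (n = 4) and infected vascular tissue (n = 4).

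The authors deposited 1 table of FPKM values (fragments mapped to a gene, scaled to the length of the gene model and to all mapped fragments of the library), with 1 column for each library and 101040 genes. The aligner, the quantifier, the genome build and the annotation are not given in the sources used here. The deposited FPKM values are printed to 1 decimal, and 18642 genes are at 0 in all 19 libraries. The table pairs gene IDs with no gene names. None of its IDs (0) matched the reference gene list of assembly Da-Ae, so IDs are printed as given, without names or coordinates, and at most 2 that rose and 2 that fell are named. Related gene copies share sequence, and how the authors divided reads between such copies is unknown, so the value of any single copy is uncertain. A value of 0 in an FPKM table can be a failed estimate and is described only as listed at 0. A rise in a few abundant transcripts lowers the FPKM of all others, because FPKM is relative to the mapped total of each library. Whether fungal reads entered that total is not given in the sources used here.

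Total reads per library are unknown. In a library counted in whole reads, low FPKM values of a gene fall on multiples of the value of 1 read, and relative depth was estimated from these steps. Genes above 0 in at most 10 libraries and at 1 FPKM or more in the reference library were used. Each library was compared with up to 5 reference libraries, a rounding error of at most 0.12 reads and at least 100 genes were required, and at least 2 references had to agree within 10%. In 12 simulated libraries of 60000 genes, 9 were resolved with an error of at most 5.8%, and the unresolved ones were the deepest. Of the real libraries, 14 were resolved and 5 were not. The 5th percentile of the values above 0 was at most 0.2 FPKM in the 5 unresolved libraries and at least 0.3 FPKM in the others, so the unresolved libraries were treated as the deeper ones in comparisons of depth. No confidence interval for a single value can be given without counts.

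The values were transformed to log2(FPKM + 1). Genes at 1 FPKM or more in at least 2 of the 19 libraries were kept, which left 64317 genes and removed 36723. A model with a mean for each of the 6 groups was fitted over all 19 libraries in limma 3.58.1 under R 4.3.3, with empirical Bayes moderation and a trend of the prior variance on mean expression, 13 residual degrees of freedom and 7.80 prior degrees of freedom. The 9 comparisons were the infection response in each of 3 tissues, the difference between each pair of tissues in control leaves, and the difference of the infection response between each pair of tissues. Tests were two-sided, p-values were adjusted by Benjamini-Hochberg within each comparison, and genes with an adjusted p under 0.05 are described as called. Fold changes are on the log2(FPKM + 1) scale, which understates changes of genes with low values. No count model was used, because FPKM values are not counts.

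The limma step was tested on simulated data of 64317 genes with 200 genes changed. Of changes of 4 on the log2 scale it recovered 63% in the epidermis comparison, 45% in the mesophyll comparison and 81% in the vascular comparison, with 6, 3 and 3 false calls. Of changes of 2 on the log2 scale it recovered 0% in the epidermis comparison, 1% in the mesophyll comparison and 2% in the vascular comparison. With only 200 genes changed the adjusted threshold is stricter than in the real comparisons, so these shares do not give the smallest change that could be called there. The smallest called change in size on the log2 scale was 0.90 in the epidermis, 1.10 in the mesophyll and 0.87 in the vascular tissue.

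The number of genes at 1 FPKM or more and the share of summed FPKM held by the 100 highest genes were compared between infected and control libraries of each tissue by an exact two-sided permutation test of the difference in means (scipy 1.17.1, Python 3.11.15), adjusted over the 3 tissues. The smallest exact permutation p is 0.1 for 3 libraries against 3, 0.2 for 2 against 3 and 0.0286 for 4 against 4. Similarity between libraries was measured as Spearman's correlation across the 64317 genes, and genes are not independent replicates.

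The rule for named genes took, among genes called with the same sign in all 3 infection responses and with no overlap between infected and control libraries in any tissue, the 2 that rose and the 2 that fell with the largest smallest-of-3 log2 change in size. There were 357 such genes that rose and 2521 that fell. The groups, tests, named-gene rule and the first list of alternatives were fixed before the data were examined. The alternatives were other pseudocounts (0.1 and 5 FPKM), no filter or a filter on a mean of 5 FPKM, quantile normalization, median-of-ratios scaling on 3900 genes above 1 FPKM in every library, only the groups compared, a weight for each library, no trend in the prior variance, an added limit of 1 on the log2 change, a block for the replicate number, and each library left out in turn. The block had 2 forms. For infection responses and their differences it joined control and infected libraries of 1 tissue with the same number. For control differences it joined libraries of the same number across tissues, in a fit of only control libraries. A library without a partner adds nothing to such a comparison. Of 535 recomputed values, 13 come from alternatives chosen after seeing the data.

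Replicate numbers were checked for pairing by correlating the deviations from the group means of libraries with the same number. Control mesophyll and control vascular libraries had a correlation of 0.165 for number 1, 0.297 for number 2 and 0.458 for number 3, all over the limit of 0.1, so these numbers were taken as pairs; the labels do not say what a number marks. The other pairs of groups compared did not pass that limit for every number.

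In the closing section, 16 tests of explanations are given. Principal components, library correlations and a first fit had been looked at before their outcomes were written down, and 6 changes to tests or to their decision rules were made after values were seen. The test of abundant genes was first 1 test over 3 tissues with a limit of 60%, which 56.8% in the vascular tissue left open, and it was then divided by tissue with the limit kept and applied with each library left out too. Looser decision rules were tried for the vascular part of that test, for control mesophyll 2 and for control mesophyll 3 after their values were seen; they would have given firmer outcomes, and they were dropped. A test placing libraries between mesophyll and vascular profiles was run first, did not separate libraries of known label, and was followed by a test on correlations. The simulation of shared controls was run with 1 SD per gene and then with an SD per gene and group. Its outcome was set to open because the bound is simulated. It is therefore read only under the simulated spreads, where the observed value lies beyond both ranges. The rule for relative depth was made stricter, and the outcome of the depth test was left open unless every pair of libraries went the same way. Versions of the other tools were numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.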

Results

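Gene expression was measured in the epidermis, mesophyll and vascular tissue of canola leaves, with and without infection by Sclerotinia sclerotiorum, at 24 hours after infected or control petals were laid on the leaf. The 19 libraries comprised 3 control and 3 infected epidermis libraries, 3 control and 2 infected mesophyll libraries, and 4 control and 4 infected vascular libraries. The table held FPKM values for 101040 genes, of which 64317 passed the filter on low values.

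Libraries differed in depth and in the number of genes detected. Relative depth, set to 1.0 in the shallowest library resolved, infected epidermis 2, was 8.94, 4.32 and 1.72 in control epidermis 1, 2 and 3, and 1.67 and 3.81 in infected epidermis 1 and 3. It was 1.9 and 2.85 in control mesophyll 1 and 2, and 3.89, 3.56 and 4.87 in control vascular 1, 2 and 4. In infected vascular 2, 3 and 4 it was 2.91, 3.25 and 1.1. Control mesophyll 3, both infected mesophyll libraries, control vascular 3 and infected vascular 1 could not be resolved. Absolute depth is unknown. The number of genes above 0 ranged from 17521 in infected epidermis 2 to 59883 in infected mesophyll 1.

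Genes at 1 FPKM or more numbered 35827 ± 6588 (SD, n = 3) in control and 22412 ± 5079 (SD, n = 3) in infected epidermis. The exact two-sided permutation p was 0.1, the smallest that this design allows, and the adjusted value was 0.15. In the vascular tissue the numbers were 37854 ± 3925 (SD, n = 4) in control and 23186 ± 3265 (SD, n = 4) in infected libraries, without overlap between the groups (exact permutation p = 0.0286, the smallest possible, adjusted 0.0857). In the mesophyll they were 33656 ± 7390 (SD, n = 3) and 27819 ± 11756 (SD, n = 2), a difference within the spread between libraries (exact permutation p = 0.6, adjusted 0.6). The mesophyll difference depended on 1 library: without infected mesophyll 2 the infected group had 2476 more genes than control. Counting genes above 0 FPKM instead also turned the mesophyll difference around, to 3271 more genes in infected libraries. No tissue passed 0.05 after adjustment, and with these group sizes none could have.

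**Figure D1:**
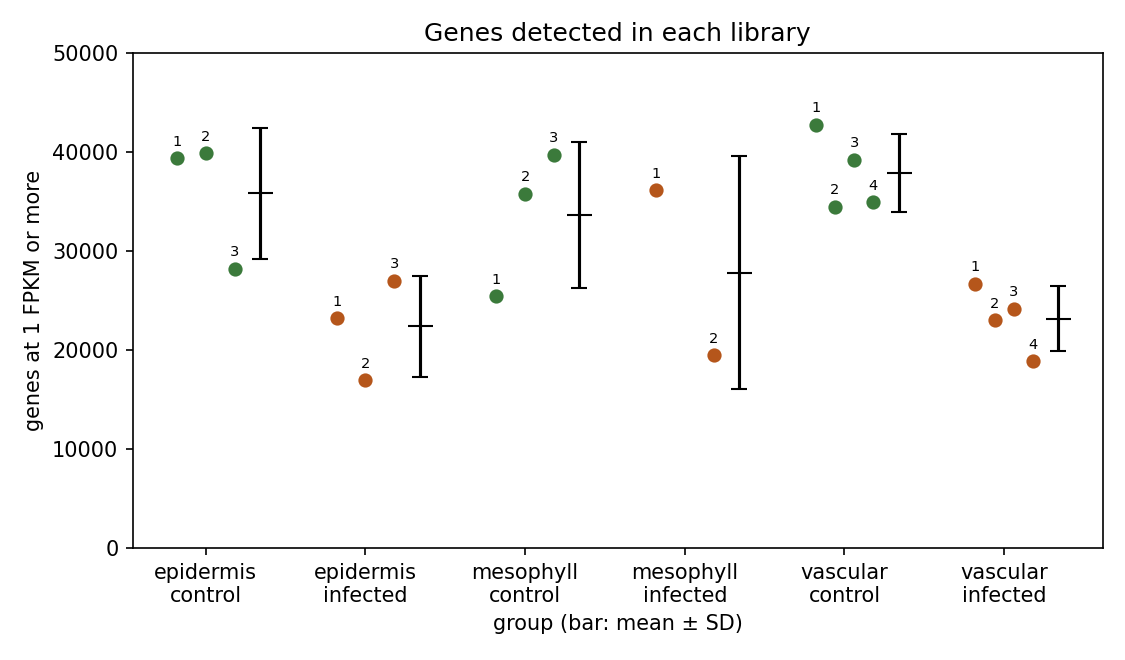
Genes at 1 FPKM or more (vertical axis) in each of 19 libraries, by group, with replicate numbers beside the points and the mean ± SD as a bar. Vascular libraries lie at 34465 or more in control and at 26681 or less in infected leaves, while infected mesophyll 1 (36132) and 2 (19506) lie on either side of control mesophyll 1 (25430).

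The 100 highest genes held 17.3% ± 2.33 (SD, n = 3) of summed FPKM in control and 22.6% ± 0.19 (SD, n = 3) in infected epidermis (exact permutation p = 0.1, adjusted 0.15). In the vascular tissue the share was 27.8% ± 3.23 (SD, n = 4) in control and 22.4% ± 0.82 (SD, n = 4) in infected libraries (exact permutation p = 0.0286, adjusted 0.0857). In the mesophyll it was 25.2% ± 5.54 (SD, n = 3) and 19.9% ± 6.38 (SD, n = 2), with an exact permutation p of 0.6 (adjusted 0.6). The direction depended on how many genes were counted: with 1000 genes the vascular share was 6.99 points higher in infected libraries, and with 10 genes the epidermis share was −0.56 points apart.

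Libraries were grouped first by infection. The first principal component held 38.2% of the variance and separated every infected library from every control library. Spearman correlations within a group ranged from 0.465 to 0.526 in infected epidermis, from 0.547 to 0.556 in control mesophyll and from 0.577 to 0.745 in control vascular tissue. The pair with the highest correlation, 0.925, was control mesophyll 3 and control vascular 3, which belong to different groups. Next came control epidermis 1 and 2, with 0.86. Over 781 genes at 100 FPKM or more in both control epidermis 1 and 2, the robust SD of their log2 ratio was 0.357, against a largest rounding error of 0.0014, so they were counted as separate libraries.

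**Figure D2:**
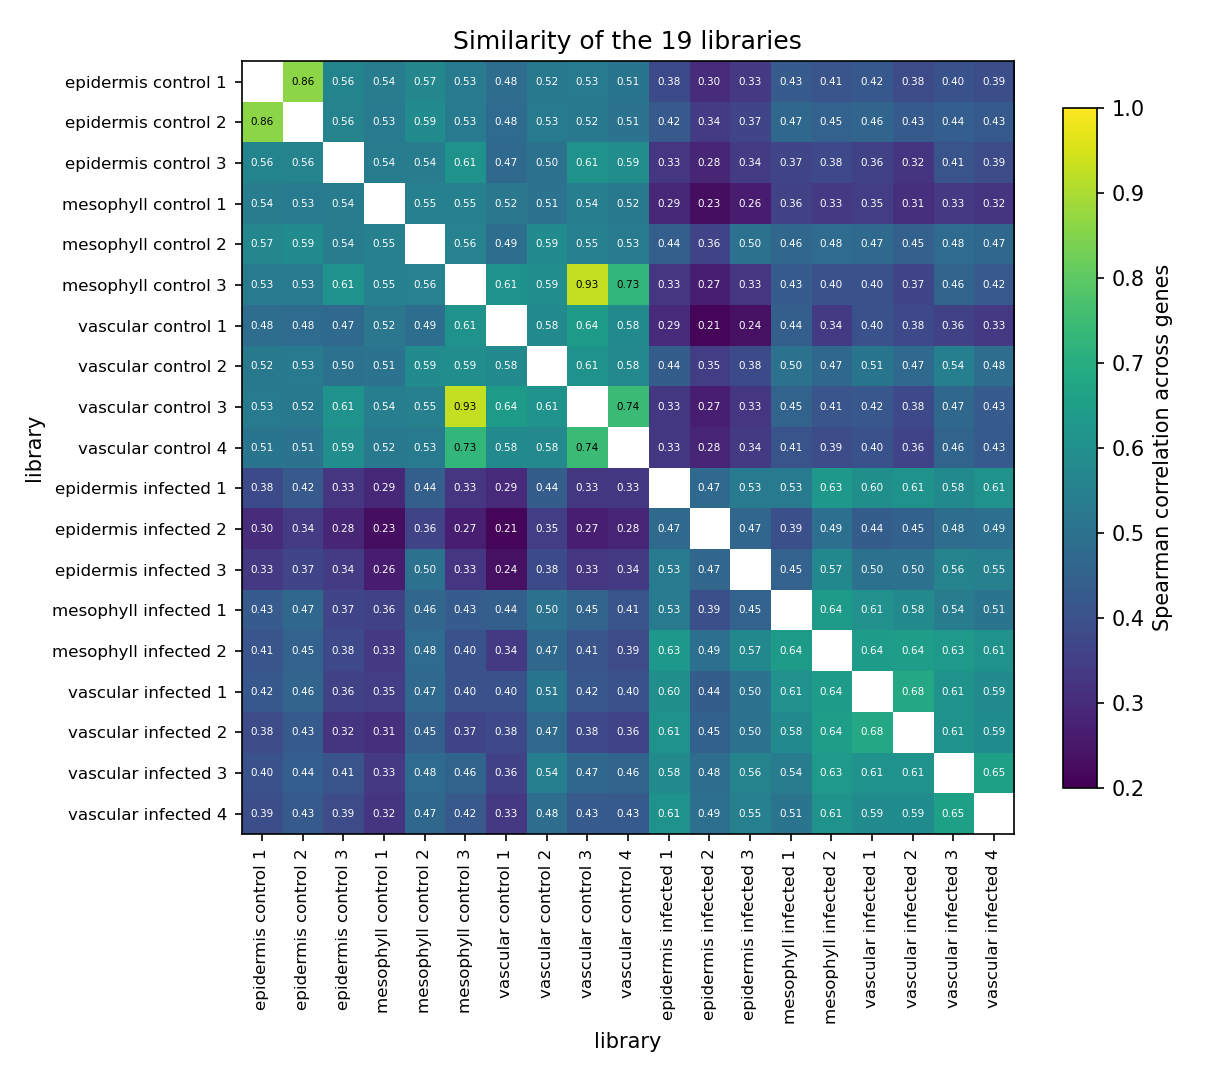
Spearman correlation across 64317 genes for each pair of the 19 libraries, ordered by infection and tissue, with the value written in each cell. Control mesophyll 3 and control vascular 3 have the highest value, 0.925, followed by control epidermis 1 and 2 with 0.86.

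The infection response asked which genes differ between infected and control leaves within a tissue. In the epidermis limma called 10410 genes, 1561 higher and 8849 lower in infected libraries. In the mesophyll it called 5123 genes, 1067 higher and 4056 lower. In the vascular tissue it called 12132 genes, 2606 higher and 9526 lower. The median log2 change of called genes was 3.33 for higher and −3.10 for lower genes in the epidermis, 3.82 and −3.98 in the mesophyll, and 3.21 and −2.72 in the vascular tissue. The median standard error of called genes was 0.76 in the epidermis, 0.86 in the mesophyll and 0.68 in the vascular tissue.

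The excess of lower calls changed with the scaling. The median log2 change over all 64317 genes was −0.48 in the epidermis, −0.23 in the mesophyll and −0.57 in the vascular tissue. Lower genes made up 85% of calls in the epidermis, 79.2% in the mesophyll and 78.5% in the vascular tissue. After quantile normalization, which gives every library the same distribution of values, the median log2 change was 0.11 in the epidermis, 0.01 in the mesophyll and −0.04 in the vascular tissue. The calls were then 2827 higher and 4533 lower in the epidermis (61.6% lower), 2353 and 2690 in the mesophyll (53.3% lower), and 3797 and 4177 in the vascular tissue (52.4% lower). Median-of-ratios scaling on 3900 genes left the lower share at 85.0% in the epidermis, 80.5% in the mesophyll and 78.8% in the vascular tissue. Its factors lay between 0.983 and 1.13, so it rescaled the libraries little and is a weak check. Mean summed FPKM was lower in infected than in control libraries of each tissue. It was 635972 against 740058 in the epidermis, 592680 against 984534 in the mesophyll and 656781 against 879397 in the vascular tissue.

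**Figure D3:**
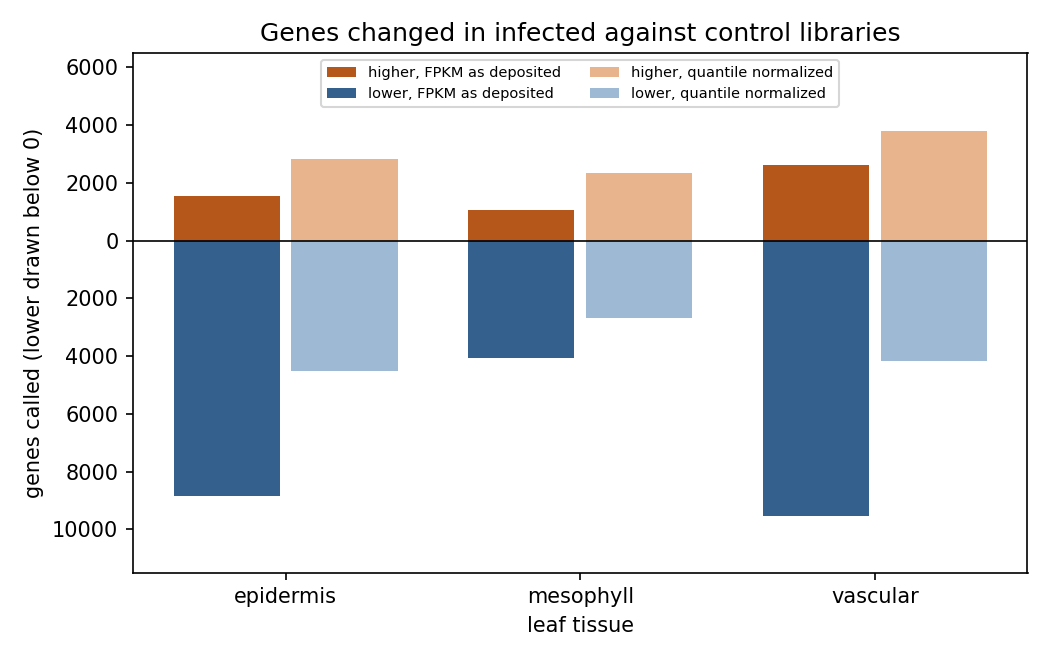
Genes called higher (above 0) and lower (below 0) in infected against control libraries of each tissue, from FPKM as deposited (dark bars) and after quantile normalization (light bars). Lower calls in the vascular tissue number 9526 before and 4177 after normalization.

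The number of calls rested in part on single libraries and on the shared estimate of spread. Without control epidermis 1 the epidermis had 6187 calls, 878 of them higher, and without infected epidermis 2 it had 1309 higher and 5755 lower. Without control epidermis 3 it had 855 higher and 10599 lower. Without infected mesophyll 2 the mesophyll had 2274 calls, 722 higher and 1552 lower. The number called higher in the mesophyll was 364 without control mesophyll 1, 1740 without control mesophyll 2, 575 without control mesophyll 3 and 439 without infected mesophyll 1, against 1067 with all libraries. A fit of only the groups compared called 4810 genes in the epidermis, 0 in the mesophyll and 11200 in the vascular tissue. A weight for each library moved the counts the other way in the epidermis, to 17344, and in the vascular tissue, to 18486, and gave 4301 in the mesophyll. In the limma fit of all groups, 12237 genes had an unadjusted p under 0.05 in the mesophyll.

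The responses of the 3 tissues were compared for overlap. In all 3 tissues 393 genes were called higher and 2776 lower, together 3169, against 1.05 and 82.7 expected if the tissues were independent. The 3 responses share no library. Control mesophyll and control vascular libraries were taken as pairs, however, and all 3 tests used 1 estimate of spread per gene from all 19 libraries. The expected numbers make no allowance for either link. Of 17654 genes called in any tissue, 15 were called in opposite directions in different tissues. Without infected mesophyll 2 the number called in all 3 tissues was 1433, of which 25 were higher and 1408 lower. The 393 higher genes rested on single libraries more than the lower ones did. Their number was 107, 871 and 138 without control mesophyll 1, 2 and 3, and 124 without infected mesophyll 1. It was 222 and 207 without control epidermis 1 and 3, and 209 and 246 without infected epidermis 1 and 3. With a pseudocount of 0.1 FPKM it was 97, and after quantile normalization it was 898. Pearson's r of the log2 changes across 64317 genes was 0.643 between epidermis and mesophyll, 0.651 between epidermis and vascular tissue, and 0.719 between mesophyll and vascular tissue. These are correlations across genes, which are not independent replicates, and the value for mesophyll and vascular tissue makes no allowance for the paired control libraries.

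BnaCnng26620D and BnaC01g01620D rose in all 3 tissues. BnaCnng26620D was listed at 0 in all 10 control libraries. Its FPKM was 144.8, 125.9 and 195 in infected epidermis, 163.8 and 155.9 in infected mesophyll, and 244.4, 416.9, 226.3 and 223.7 in infected vascular tissue. The adjusted p from limma was 8.73e-08 in the epidermis, 2.37e-07 in the mesophyll and 2.88e-09 in the vascular tissue, and no fold is given because control values are 0. BnaC01g01620D had an FPKM of 2366.5, 1859.7 and 2196.9 in infected epidermis, 1433 and 1987 in infected mesophyll, and 983.3, 2044.3, 829.8 and 1195.2 in infected vascular tissue. In control libraries it was at 26.3, 126.5 and 0 in the epidermis, at 0, 687.9 and 0 in the mesophyll, and at 0, 119.8, 0 and 0 in the vascular tissue. Its log2 change was 7.14 (SE 2.03, limma adjusted p = 0.0197) in the epidermis, 7.58 (SE 2.27, limma adjusted p = 0.0426) in the mesophyll and 8.49 (SE 1.76, limma adjusted p = 0.00182) in the vascular tissue. The epidermis and mesophyll calls of BnaC01g01620D were not stable. Without control epidermis 3 its log2 change in the epidermis was 5.17 (limma adjusted p = 0.124). Leaving out infected epidermis 1, 2 or 3 gave an adjusted p of 0.0546, 0.0529 and 0.0529. In the mesophyll the adjusted p was 0.19 without control mesophyll 1, 0.164 without control mesophyll 3, 0.162 without infected mesophyll 1 and 0.249 without infected mesophyll 2.

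BnaA05g09830D and BnaC03g50210D fell in all 3 tissues. BnaA05g09830D was at 888.4, 584.3 and 318.2 FPKM in control epidermis and at 0, 0 and 5.8 in infected epidermis. It was at 360.8, 1310.6 and 1426.4 in control mesophyll and at 3.2 and 0.8 in infected mesophyll. In the vascular tissue it was at 215.7, 774.8, 942.1 and 617.6 in control libraries and at 17.6, 0, 0 and 0 in infected libraries. Its log2 change was −8.18 (SE 1.02, limma adjusted p = 1.65e-05) in the epidermis, −8.32 (SE 1.14, limma adjusted p = 5.45e-05) in the mesophyll and −8.07 (SE 0.89, limma adjusted p = 5.54e-06) in the vascular tissue. BnaC03g50210D was at 781, 563 and 987.9 FPKM in control epidermis and at 0, 0 and 7 in infected epidermis. It was at 4990.2, 815.4 and 767.2 in control mesophyll and at 0 and 0.3 in infected mesophyll. In the vascular tissue it was at 572.3, 279.5, 441.2 and 515.5 in control libraries and at 3.3, 0, 8.2 and 0 in infected libraries. Its log2 change was −8.57 (SE 0.92, limma adjusted p = 3.5e-06) in the epidermis, −10.33 (SE 1.03, limma adjusted p = 1.75e-06) in the mesophyll and −7.45 (SE 0.80, limma adjusted p = 4.47e-06) in the vascular tissue. The size of these log2 changes is set in part by the pseudocount, since one side is at or near 0. With pseudocounts of 0.1 and 5 FPKM the change of BnaA05g09830D was −10.46 and −6.42 in the epidermis, −8.99 and −7.00 in the mesophyll, and −10.58 and −6.27 in the vascular tissue. That of BnaC03g50210D was −10.84 and −6.83, −12.84 and −8.16, and −9.23 and −5.93 in the same order. That of BnaC01g01620D, which is at 0 in several control libraries, was 8.26 and 6.28, 9.79 and 6.03, and 10.98 and 6.74. With 0.1 FPKM the limma adjusted p of BnaC01g01620D was 0.0502 in the epidermis and 0.077 in the mesophyll. For none of these 4 genes did limma call a difference of response between tissues.

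**Figure D4:**
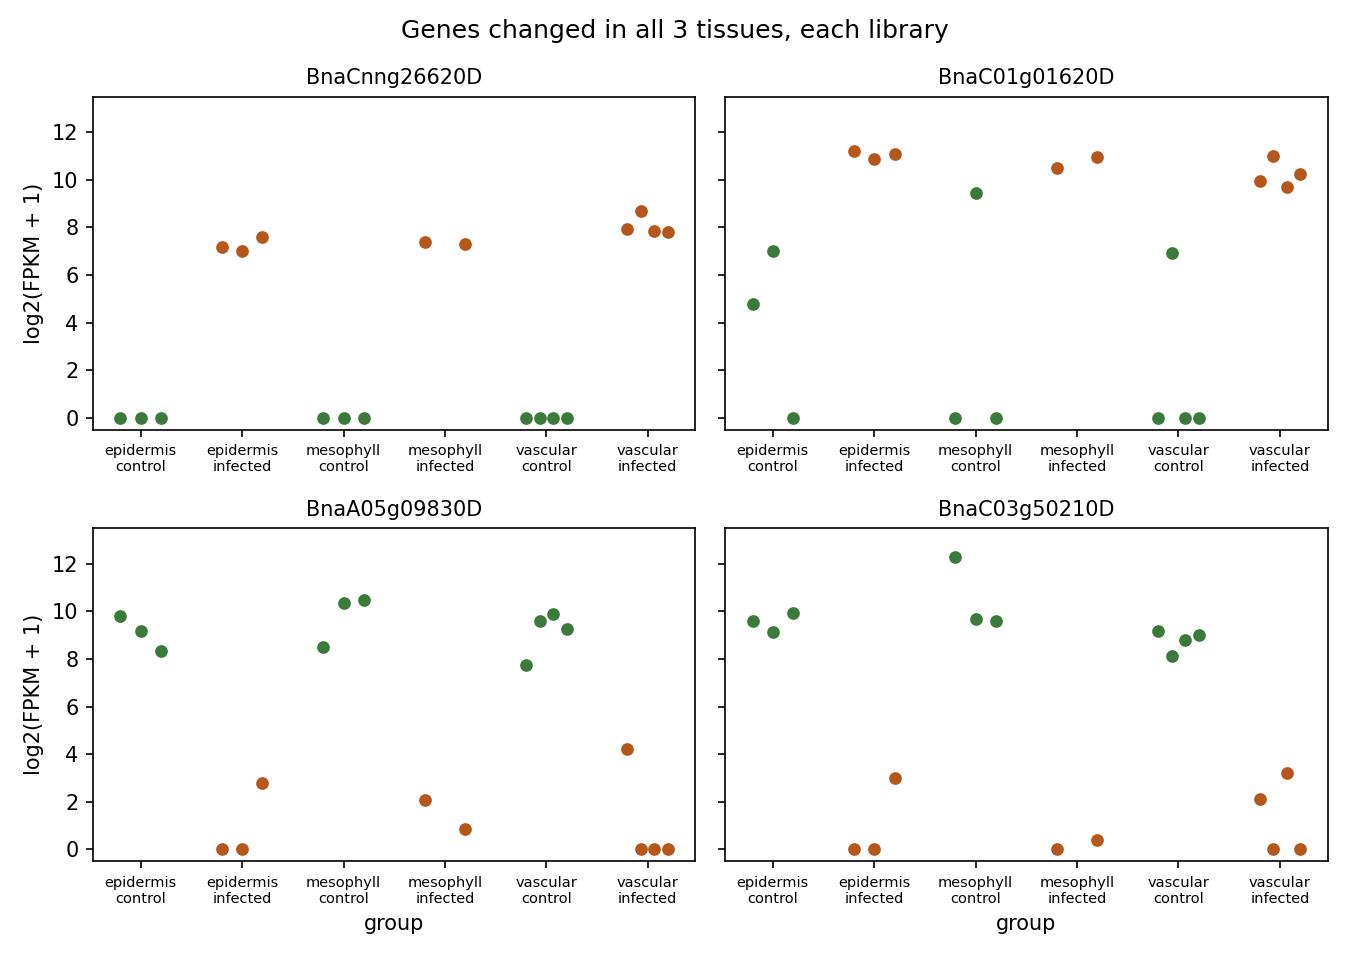
Values of 4 genes as log2(FPKM + 1) in each of the 19 libraries, control in green and infected in orange. BnaCnng26620D is listed at 0 in all control libraries, and BnaC01g01620D stands at 687.9 FPKM in control mesophyll 2.

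Control leaves were compared to show how the tissue layers differ without infection. Between control epidermis and control mesophyll limma called 621 genes, 549 higher and 72 lower in the epidermis. Between control epidermis and control vascular tissue it called 2731 genes, 1526 higher and 1205 lower in the epidermis. Between control mesophyll and control vascular tissue it called 4 genes, 1 higher and 3 lower in the mesophyll, while 5831 had an unadjusted p under 0.05. Those 4 are not named because the number of IDs printed is limited. With the replicate number as a block, in a fit of only control libraries, this last comparison gave 0 calls. Control vascular 4 has no partner and adds nothing to that fit. The comparisons of epidermis with mesophyll and with vascular tissue also gave 0, though their pairing by number is undecided. A fit of only control libraries without the block gave 225, 684 and 0 calls for the 3 comparisons in the order given above. The smaller fit thus accounts for part of the loss. The counts from all 19 libraries depended strongly on single libraries. Without control mesophyll 3 the mesophyll and vascular comparison gave 1415 calls, without control vascular 3 it gave 58, and without control mesophyll 1, control mesophyll 2 or control vascular 2 it gave 12, 10 and 14. It gave 1 call without control vascular 1 and 0 without control vascular 4. Without control epidermis 3 the epidermis gave 3194 calls against mesophyll and 4649 against vascular tissue. Without control epidermis 1, control epidermis 2 or control vascular 1 the epidermis and vascular comparison gave 1242, 1331 and 1779 calls.

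The difference of the infection response between tissues was tested as an interaction, which addresses whether the response is specific to a layer. Epidermis minus mesophyll gave 167 calls, 4 higher and 163 lower in the epidermis. Epidermis minus vascular tissue gave 287 calls, 52 higher and 235 lower in the epidermis. Mesophyll minus vascular tissue gave 3 calls, all higher in the mesophyll, with 4001 genes at an unadjusted p under 0.05. Without control epidermis 3 the first of these was 1947 and the second 2148. The first was 46 without infected mesophyll 1, 526 without infected mesophyll 2 and 107 without infected epidermis 3. The second was 185 without infected vascular 1, and its higher calls ranged from 25 without infected vascular 2 to 176 without control epidermis 3. The third was 313 without infected mesophyll 2, 64 without control mesophyll 3 and 20 without infected mesophyll 1, and it was 1 without control mesophyll 2 or control vascular 1, 2 or 3. It was 0 without control vascular 4 or infected vascular 3 or 4. With a pseudocount of 0.1 FPKM the 3 counts were 37, 8 and 0.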

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

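Of the tests given in this part, those on genes listed at 0 in control mesophyll 2 and on control mesophyll 3 were chosen only after the results were seen; the permutation and shared-control tests were planned, though the second form of the simulation was not.

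The infection response of the epidermis differed from that of the mesophyll for 167 genes and from that of the vascular tissue for 287 genes, by a test of the difference itself. The count of 167 is poorly fixed. It was 1 with the replicate block, 2 with only the groups compared and 37 with a pseudocount of 0.1 FPKM. It was 274 with a pseudocount of 5 FPKM and 791 with a weight for each library. Of the 163 genes lower in the epidermis against the mesophyll, 143 were also called higher in control epidermis than in control mesophyll. Of the 235 lower against the vascular tissue, 223 were called higher in control epidermis than in control vascular tissue, and 226 were called lower in the epidermis response. Across genes, Pearson's r between the difference of response and the control difference of epidermis and vascular tissue was −0.781. Both comparisons use the same control libraries, which gives a negative value without any tissue effect. In 20 simulations without a tissue effect r lay between −0.714 and −0.701 with 1 SD per gene, and between −0.73 and −0.719 with an SD per gene and group. The observed value lies beyond both ranges, which argues against the shared controls as the whole cause under these spreads. The simulations still reach most of its size. The ranges rest on assumed spreads, and the source of the remainder stays open.

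Chance division of the libraries was tested for the epidermis and vascular difference. With the tissue effect removed and tissue labels permuted within control and within infected libraries, 2 of 100 permutations, the real labels included, gave as many calls, which excludes chance at that level. On these centred data the real labels gave 410 calls rather than 287, and the largest permutation gave 595. The count was 2148 without control epidermis 3 and 8 with a pseudocount of 0.1 FPKM, so the number of genes is poorly fixed. A loss of epidermis transcripts on infection may contribute, and so may a different mix of cells in the infected epidermis samples; no test separated these, and a biological difference between the tissues remains open and untested.

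Mesophyll and vascular responses differed for 3 genes. With the replicate number as a block there were 2 calls, and 0 of them were among these 3 genes. That block leaves control mesophyll 3 without an infected partner and so unused. The infected mesophyll has 2 libraries. The count was 313 without infected mesophyll 2 and 64 without control mesophyll 3. Control mesophyll 3 may hold vascular material, as described with the other observations. With control vascular 3 left out, it was closer to a control vascular than to a control mesophyll library in 5 of 6 comparisons over abundant genes. Over all 64317 genes this held in 6 of 6. That test left the explanation open, and a biological difference was not tested apart from it.

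Control and infected vascular tissue are the 2 groups of 4 libraries. Over these, 15 sets of values were tested for a library far from the others, and 3 had one. Chance gives about 1 in 20, but the sets come from the same libraries and are not independent. In 2 of the 3 sets the other libraries are all at 0, so that any value above 0 stands apart, and the test carries no information for them. BnaCnng26620D was at 416.9 FPKM in infected vascular 2, against 223.7 to 244.4 in the other infected vascular libraries. BnaA05g09830D was at 17.6 FPKM in infected vascular 1 and listed at 0 in infected vascular 2, 3 and 4. The FPKM that 1 read gives for this gene is unknown, and a difference in depth between these libraries was not excluded. Leaving out infected vascular 1 kept the direction and the call. No biological explanation was tested for these values. BnaC01g01620D was at 119.8 FPKM in control vascular 2 and listed at 0 in control vascular 1, 3 and 4.

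BnaC01g01620D was also at 126.5 FPKM in control epidermis 2 and at 687.9 in control mesophyll 2, the control libraries numbered 2 in the other tissues, and at 26.3 in control epidermis 1, which has another number. The labels do not say what a replicate number marks. RNA from infected leaves mixed into control libraries is a candidate explanation. For control mesophyll 2 it predicts that few of the genes raised by infection are listed at 0, and 1.96% of 102 such genes were. A graded response to stress or to natural infection in those control leaves would give the same value, so mixing and response cannot be told apart here.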

How the results depend on the processing

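The averaging of control epidermis 1 and 2, the fit without both control libraries numbered 3 and the fit of only control libraries were chosen after seeing the data; the other alternatives were planned. Of 323 recomputed values of comparisons, 217 stayed within 1.5 times the reported count, or on the same side of the test, or within the spread between libraries, and 5 changed direction. The cause was not tested unless stated.

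The infection responses kept more lower than higher genes in the epidermis, mesophyll and vascular tissue under each alternative that gave calls, with the smallest majority after quantile normalization. Quantile normalization gave 7974 vascular calls, 1 call between control mesophyll and control vascular tissue and 23 calls for the difference of response of mesophyll and vascular tissue. A pseudocount of 0.1 FPKM gave 3197 mesophyll calls, 295, 1684 and 0 calls for the control differences of epidermis and mesophyll, epidermis and vascular, and mesophyll and vascular tissue, and 37, 8 and 0 for the differences of response in that order. It gave 2103 genes in all 3 tissues and correlations between responses of 0.526, 0.56 and 0.629. A pseudocount of 5 FPKM gave 92 calls between control mesophyll and vascular tissue, 274, 480 and 8 for the differences of response, and correlations of 0.721, 0.712 and 0.769. Without a filter on low values the difference of response of mesophyll and vascular tissue had 15 calls.

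A filter on a mean of 5 FPKM, which tests fewer genes, gave 216, 1115 and 0 calls for the control differences, 65, 171 and 0 for the differences of response, and correlations of 0.756, 0.761 and 0.804. Correlations over only genes called in either tissue were 0.756, 0.718 and 0.81.

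Fitting only the groups compared, which leaves fewer libraries to estimate the spread, gave 4810 calls in the epidermis and 0 in the mesophyll, 6, 987 and 0 for the control differences, and 2, 489 and 30 for the differences of response. A weight per library (arrayWeights) gave 17344 epidermis and 18486 vascular calls, 3029, 9826 and 0 for the control differences, and 791, 2777 and 5 for the differences of response. Without a trend in the prior variance the mesophyll and vascular difference of response had 0 calls.

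With the replicate number as a block, the infection responses had 9602, 4384 and 11482 calls, the control differences 0, 0 and 0, and the differences of response 1, 168 and 2. Of those last 2 genes, 0 were called without the block. Only control mesophyll and control vascular tissue had correlated deviations for every number. For numbers 2 and 3, deviations of control epidermis correlated at 0.187 and 0.161 with control mesophyll, and at 0.172 and 0.152 with control vascular tissue. For number 1 the values were 0.0457 and 0.0909, under the limit of 0.1. Pairing of the control epidermis libraries is thus undecided. The loss of calls with the block cannot be set aside there. It does not show a weaker effect either, since that fit also lacks the infected libraries. With the block 2655 genes were called in all 3 tissues.

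Averaging control epidermis 1 and 2 gave 1295 calls between control epidermis and vascular tissue. Leaving out both control libraries numbered 3 gave 1189 calls between control mesophyll and vascular tissue. Fitting only control libraries gave 225, 684 and 0 for the control differences.

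Leaving out each library in turn gave 6187 to 11454 calls in the epidermis, 2274 to 6045 in the mesophyll and 9296 to 12538 in the vascular tissue. The lowest values were without control epidermis 1, infected mesophyll 2 and infected vascular 2. The control differences ranged from 457 to 3194, from 1242 to 4649 and from 0 to 1415, the highest without control epidermis 3, control epidermis 3 and control mesophyll 3. The differences of response ranged from 46 to 1947, from 185 to 2148 and from 0 to 313. Genes in all 3 tissues ranged from 1433 to 3644. The correlations ranged from 0.545 to 0.668, from 0.571 to 0.669 and from 0.614 to 0.743. Where 1 infected mesophyll library was left, limma assumed that it varies like the other groups.

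With each library left out in turn, the difference in genes detected, infected minus control, ranged from −17216 to −10693 in the epidermis, from −14150 to 2476 in the mesophyll and from −15833 to −13026 in the vascular tissue. It was 2476 without infected mesophyll 2. Counting genes above 0 FPKM gave −15833 in the epidermis, 3271 in the mesophyll and −17284 in the vascular tissue, and counting those at 5 FPKM or more gave −8421, −6781 and −8352. With each library left out, the difference in the share of the 100 highest genes ranged from 4.25 to 6.58 points in the epidermis, from −9.81 to −0.79 in the mesophyll and from −6.13 to −3.72 in the vascular tissue. With the 10 highest genes it was −0.56 in the epidermis, and with the 1000 highest it was 0.92 in the mesophyll and 6.99 in the vascular tissue.

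Of 212 recomputed values for the 4 named genes, 194 kept their direction and call, 18 kept their direction without passing the threshold, and 0 reversed. BnaC01g01620D accounts for 6 of these in the epidermis, where its adjusted p ranged from 0.00933 to 0.124, and 9 in the mesophyll, where it ranged from 0.000906 to 0.494. BnaCnng26620D, BnaA05g09830D and BnaC03g50210D lost 1 call each, in the mesophyll when only the groups compared were fitted.

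Depth is known only as a ratio and only for 14 of 19 libraries. A gene listed at 0 in a shallow library, such as infected epidermis 2, may be below what that library can show. In 8 pairs of 1 tissue in which the infected library was taken as deeper, 6 had fewer genes at 1 FPKM or more in the infected library. At 5 FPKM or more the infected library had fewer genes in each of these pairs.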

Other observations

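Tests in this part on depth, abundance, quantile normalization, control mesophyll 3, control mesophyll 2 and control epidermis 1 and 2 were chosen only after the results were seen; those on other divisions of the libraries were planned.

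Other divisions of the libraries were tried for each comparison with at least 3 libraries per group. In the vascular infection response 1 of 35 divisions, the real one, gave as many calls, and the next gave 13. This excludes chance there at the level of 1 in 35. In the epidermis 1 of 10 gave as many and the next gave 105; 10 divisions alone are too few to exclude chance. The responses of the 3 tissues share no library, however, and 86.7% of the genes called in the epidermis had the same sign in the vascular tissue, while 393 genes were called higher and 2776 lower in all 3 tissues against 1.05 and 82.7 expected if independent. The expected numbers make no allowance for the pairing of control mesophyll and control vascular libraries, or for the estimate of spread shared by the 3 tests. No share of the same sign was computed for chance divisions. Lower genes made up 85% of epidermis calls, and the median vascular log2 change over all genes was −0.57. Agreement in sign can thus be high without a shared response, and the 86.7% does not exclude chance in the epidermis. Between control epidermis and control vascular tissue 1 of 35 gave as many as the real 2731, the smallest share possible. The next, control epidermis 1 and 2 with control vascular 1 against the rest, gave 942. Chance is excluded only at the level of 1 in 35, without adjustment for the other comparisons. Between control epidermis and control mesophyll 2 of 10 did, and setting control epidermis 1 and 2 with control mesophyll 2 against the rest gave 1043 calls, more than the real 621. Between control mesophyll and control vascular tissue 18 of 35 gave as many calls as the real 4, so chance is not excluded. The largest, 1172, put control mesophyll 3 with control vascular 3 and 4. Of the 8 divisions that part the 3 numbered pairs, 1 gave as many, which is too few divisions to decide.

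Infected libraries had fewer genes at 1 FPKM or more in the epidermis and vascular tissue. Lower depth of the infected libraries as the whole cause could explain this. In 6 of 8 pairs in which the infected library was taken as deeper than a control library of its tissue, it still had fewer genes. In the epidermis and vascular tissue this held in 4 of 4 pairs, which come from 1 infected library in each tissue, and in the mesophyll in 2 of 4. The 8 pairs rest on infected epidermis 3, infected mesophyll 1 and 2 and infected vascular 1, infected mesophyll 1 went the other way in both of its pairs, and 3 of those 4 libraries were only taken as deeper because their depth could not be resolved. At 5 FPKM or more, infected mesophyll 1 had 14589 genes against 18221 and 19694 in control mesophyll 1 and 2. The infected library was lower in the other pairs at that cut too. Infected epidermis 3, resolved as deeper than control epidermis 3 (3.81 against 1.72), had 12060 genes against 18642. These values argue against depth as the whole cause of the lower counts at 5 FPKM. For the counts at 1 FPKM, depth as the whole cause stays open.

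More genes were called lower than higher in every tissue. If genes near the detection limit dropping out were the whole cause, higher and lower calls would be about equal among abundant genes. Among genes of mean FPKM 20 or more, 70.7% of epidermis calls were lower, and 67.2% or more with any library of that tissue left out. This argues against dropout as the whole cause in the epidermis. Among genes of mean FPKM 100 or more the epidermis share was 62.9%, so dropout may account for part of the excess there. In the mesophyll the share was 71.8%, and 65.5% among genes of mean FPKM 100 or more. The share from 20 FPKM was 90.7% without control mesophyll 1 and 84.9% without control mesophyll 3. It was 59.0% without control mesophyll 2, under the limit of 60% set for a clear majority. In the vascular tissue it was 56.8%, and among genes of mean FPKM 100 or more it was 46.4%, so dropout may account for much of the excess there. A second candidate explanation is the distribution of values within libraries. After quantile normalization the smallest lower share was 52.4%, in the vascular tissue. Quantile normalization would also remove a real fall of many genes, so the distribution and a true fall cannot be told apart.

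Control mesophyll 3 correlated with control vascular 3 at 0.925. Higher depth of the pair is argued against, since over 6510 genes of mean FPKM 20 or more the pair still had the highest correlation of 45 control pairs, 0.947 against 0.866 for the next. A vascular profile in control mesophyll 3, from a wrong label or mixed tissue, is a candidate explanation and was tested in 2 forms. In the first, each library was placed between vascular (0) and mesophyll (1) on 100 genes per direction chosen without it. Control mesophyll 3 lay at 0.25 and control vascular 3 at 0.14, but control mesophyll 2 lay at 0.35 and control vascular 2 and 4 at 0.54 and 0.52, so the scale did not separate libraries of known label and decides nothing. In the second form, over abundant genes and with control vascular 3 left out of the libraries compared with, control mesophyll 3 was closer to a control vascular library than to a control mesophyll library in 5 of 6 comparisons, as was control vascular 3, where all 6 were required. Control mesophyll 1 was closer to vascular libraries in 1 of 3 and control mesophyll 2 in 0 of 3. Control vascular 1, 2 and 4 were each closer to vascular libraries in 4 of 4. Over all 64317 genes control mesophyll 3 was closer to vascular libraries in 6 of 6, with correlations of at least 0.592 to vascular and at most 0.556 to mesophyll libraries, and so was control vascular 3, while control mesophyll 1 was in 0 of 3 and control mesophyll 2 in 1 of 3. That larger set includes the genes with low values. Over it control vascular 1 and 4 were closer to vascular libraries in 4 of 4, but control vascular 2 in only 2 of 4. The values lean towards a vascular profile, but the abundant genes fell short of the requirement and only 2 other control mesophyll libraries define the tissue, so the explanation stays open. Without control mesophyll 3 the mesophyll and vascular comparison went from 4 to 1415 calls.

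Some control libraries stood partway towards the infected level. On genes called higher in both other tissues, with 0 for the other controls of the tissue and 1 for its infected libraries, control mesophyll 2 lay at 0.68, control vascular 2 at 0.48, and control epidermis 1, 2 and 3 at 0.11, 0.44 and −0.8. The zero of each control library holds the other controls of its tissue, so these epidermis positions depend on each other. The mean log2 value of the 721 genes was 3.30, 4.12 and 1.81 in control epidermis 1, 2 and 3, and 12.2%, 8.46% and 48.3% of them were listed at 0. Control epidermis 1 thus stood above 3 as well. Its relative depth was 8.94 against 1.72 in control epidermis 3, so depth and a raised level cannot be told apart there. Among 102 genes at 20 FPKM or more in both infected mesophyll libraries and at 0 in control mesophyll 1 and 3, control mesophyll 2 held a median of 32.3% of the infected level, with quartiles of 21.4% and 50.5%. Of these genes 1.96% were listed at 0 there. The robust SD of the log2 ratio to the infected mean was 0.91, against 0.81 between the 2 infected libraries. Infected-leaf RNA mixed into control mesophyll 2 would give few genes at 0, as seen, and a graded response in that control leaf may do so too. BnaCnng26620D, at 125.9 FPKM or more in every infected library, is 1 of the 2 genes among these 102 that were listed at 0 in control mesophyll 2. Over the 1013 genes called higher in both other tissues 1.97% were listed at 0 there. The mesophyll response had 6045 calls without control mesophyll 2.

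Control epidermis 1 and 2 correlated at 0.86, more than other pairs of control epidermis. One set of reads deposited under both names would leave only rounding, but over 781 genes at 100 FPKM or more the robust SD of their log2 ratio was 0.357, against 0.0014 from rounding. A shared plant or day of sampling was not tested.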
